A study of Mus musculus with 12 samples. Its data were reported in "Neonatal thyroxine activation modifies epigenetic programming of the liver" (2021).

How the data were processed

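H3K9me3, a histone mark of closed chromatin, had been profiled by ChIP-seq in mouse liver from control and Alb-D2KO animals at post-natal day 1 (P1), post-natal day 5 (P5) and in the adult. Of the 12 samples, 6 were H3K9me3 libraries and 6 were input libraries, with 1 sample for each combination of genotype, age and library type. Groups were taken from the genotype, age and library type in the sample labels.

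The authors aligned the reads to mm10 with BWA (v.0.7.17) in Partek Flow and called peaks with MACS2 (v.2.1.1) in broad mode, with a p-value limit of 0.05, and annotated the peaks with GENCODE M24. The chromatin of a P1 or P5 sample came from a pool of livers, and the sample names in the adult lists each give 1 animal. Each list gives a single sample name or pair of names. The methods describe more than 1 pooled sample per genotype at P1, 3 adult livers sequenced individually, and repeated sequencing. They do not state whether reads were merged before calling, and each list was treated here as 1 library. In 6 lists the H3K9me3 library was called over its own input. In the other 3 lists, 1 for each age, the Alb-D2KO H3K9me3 library was called with the control H3K9me3 library of the same age as background. They are called comparison lists here, and they hold peaks in 1 direction, more in Alb-D2KO. A list in the opposite direction was not analysed here.

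The pileup column of the deposited lists holds the mean signal (fragment coverage) of the peak as MACS2 gives it, in a scaling the methods do not state, so it was not compared between lists. Each deposited list also has the −log10 of the p-value and of the q-value of a peak, averaged over the broad region, and a fold enrichment, which is the linear ratio of the library over its background. These scores are the authors' own and were used here only to describe, rank or filter peaks within their list. The lists hold peaks whose −log10 p-value is weaker than the calling limit, and the smallest value per list was between 1.00 and 1.01. This was read here as a result of averaging over a broad region, and the cause was not tested. In the 6 lists over input, the share of peaks with an average p-value above 0.05 ran from 4.51% in control adult to 26.7% in control P5. MACS2 takes as background the larger of a local level and the genome-wide level, so that covered length over input can still rise and fall with the number of copies of a sequence.

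The depth per library is unknown, since the lists hold no read counts, and no value was scaled for depth. With 1 library per group there is no spread between replicates, and no p-value across libraries was computed. For shares of peaks, 95% Wilson confidence intervals were computed, with the peaks of a list as the counted units; intervals cover counting error only, and neither the difference between animals nor that between libraries.

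Peaks in the lists lay on 21 chromosomes, which are the 19 autosomes, X and Y. The deposited positions were compared with a reference annotation of the same build (GRCm38, which is mm10; GENCODE M21). Of 21832 annotated transcripts in a list 21671 were matched, and 99.8% had the same start and 99.8% an end 1 base past that of the reference. Coordinates are therefore given 1-based, from the listed start to 1 base before the listed end; for the peaks themselves this convention was assumed and leaves an uncertainty of 1 base.

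For each pair of lists, the share of peaks overlapping the other list by at least 1 bp and the Jaccard index (shared bases over all covered bases) were computed. An expected share came from 100 circular shifts of one list within its chromosomes. A genotype-unique peak had a −log10 p-value above 2, the authors' own limit for the comparison lists, and overlapped no peak of the other genotype at any p-value. Peaks of the comparison lists with −log10 p above 2 were counted and divided by whether they overlapped a peak of the Alb-D2KO list, the control list, both or neither. Covered length was summed in windows of 5 Mb placed so that 17 to 22 Mb of a chromosome is one window, of which 524 fit fully on the chromosomes, and in windows of 100 kb. Gene sections were those of the deposited annotation.

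All of these comparisons, the alternatives in the closing section and the rule for what the text names were set before the data were examined. The rule names Dio2 and Alb, chromosome 12 from 17 to 22 Mb, the 3 peaks with the highest listed −log10 p in each comparison list, and the 5 windows of 100 kb with the most bases covered at both P1 and P5 in the comparison lists, ranked by the smaller of the ages. Alternatives were −log10 p limits of 2 and 3, the 10000 or 1000 strongest peaks per list, an overlap of at least 50% of the peak, autosomes only, peaks merged within 1000 bp, a window of 1 Mb, number of peaks in place of length, and length in place of number of peaks.

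To see where reads of a sequence have more than 1 equally good position, 100-base stretches of the reference were aligned back to the 21 chromosomes with minimap2 (v.2.31, short-read preset), and the share with mapping quality 0 was counted. The read length of the study was not used here, and 100 bases is an assumption. Overlaps, shifts, intervals and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The interval functions were tested on simulated data: 10615 comparisons with a base-by-base count gave 0 differences. In a further test with 2000 simulated peaks, 29.7% were planted as shared and 29.7% were recovered.

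Reads, alignments and coverage tracks were not analysed here, nor were DNA methylation, chromatin accessibility and gene expression from the same study. Whether peaks lie at sites of DNA hypermethylation was not tested. The study lists positions of such sites in areas of H3K9me3, and some of them lie in windows named below. A score of a comparison list was never set against a score of another list.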

Results

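Thyroid hormone signalling in the newborn liver depends on the D2 deiodinase, an enzyme encoded by Dio2 that makes the active hormone T3. In Alb-D2KO mice Dio2 is inactivated in the liver alone. The study tested whether H3K9me3 could explain the sites of DNA hypermethylation found in Alb-D2KO livers. It reported areas richer in H3K9me3 in the first days of life, a difference that was mostly gone in the adult. The data were 6 H3K9me3 libraries and 6 input libraries from control and Alb-D2KO livers at P1, P5 and in the adult. There were no replicates, because each combination of genotype and age had 1 library of each type in the labels. The methods of the study describe more than 1 pooled sample per genotype at P1, 3 adult livers sequenced individually, and repeated sequencing of each sample. How these entered the lists is not stated, so each list was treated as 1 library. The lists give no read counts, so the depth of each library is unknown. The deposited data were 6 lists of peaks called over input and 3 comparison lists in which the Alb-D2KO library was called over the control library of the same age.

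Numbers of peaks were similar between genotypes. Over input, 273767 peaks were listed for Alb-D2KO and 280580 for control at P1. At P5 there were 268693 in Alb-D2KO and 265920 in control, and in the adult 286124 and 292552. Covered length at P1 was 525 Mb in Alb-D2KO and 512 Mb in control. It was 553 Mb and 544 Mb at P5, and 398 Mb and 412 Mb in the adult. The limit on −log10 p moved these counts most: above 3, only 1057 peaks of the Alb-D2KO P1 list and 1022 of the control P1 list remained.

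Above a −log10 p of 2, there were 17832 peaks in Alb-D2KO and 19116 in control at P1, 15376 and 14238 at P5, and 35326 and 36295 in the adult. The sign of the difference between genotypes thus changed between ages. The covered length at this limit was 62.4 Mb in Alb-D2KO and 60.0 Mb in control at P1, 58.1 Mb and 56.5 Mb at P5, and 101 Mb and 104 Mb in the adult. A q-value below 0.05 was listed for 608 Alb-D2KO and 577 control peaks at P1, 482 and 505 at P5, and 578 and 645 in the adult.

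**Figure D1:**
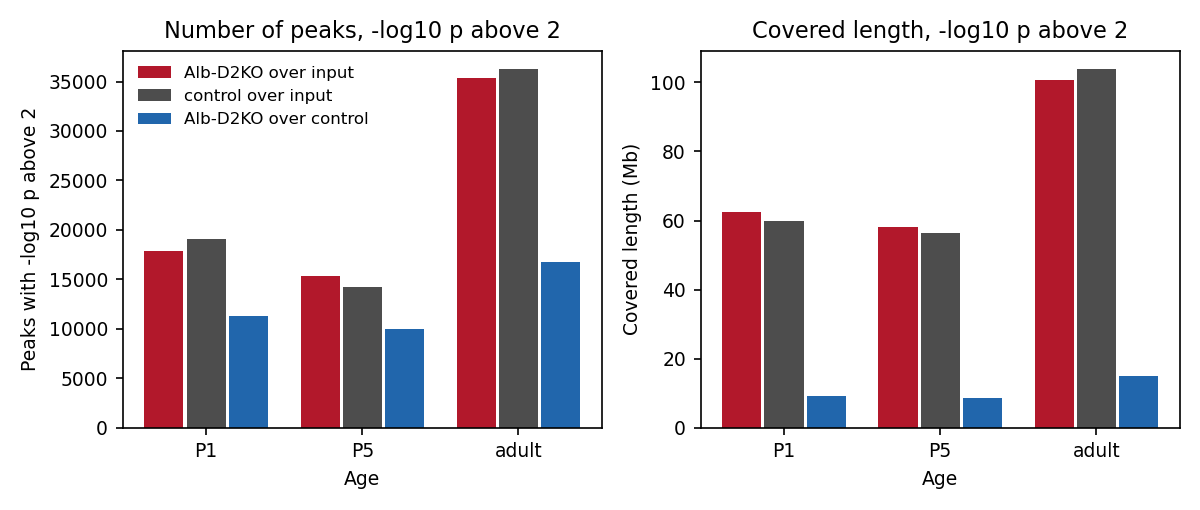
Bars give the number of peaks (left) and the covered length in Mb (right) of peaks with −log10 p above 2 in each of the 9 lists, by age. Control and Alb-D2KO bars over input are close to each other at each age, and the adult bars are the highest, as in the comparison lists (9.24 Mb at P1, 8.56 Mb at P5 and 15.1 Mb in the adult).

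Overlap of the lists showed how far Alb-D2KO and control livers shared their H3K9me3 areas. At P1, 62.9% of the Alb-D2KO peaks (95% Wilson interval 62.7 to 63.1) overlapped a control peak, where circular shifts gave 30.9%. This share was 64.9% at P5, with 33.7% from shifts, and 54.9% in the adult, with 26.9% from shifts. The share at P1 was 18.5% when the 10000 strongest peaks of each list were compared, the largest change under any alternative. In the other direction, 63.7% of control peaks overlapped an Alb-D2KO peak at P1, 65.99% at P5 and 53.2% in the adult.

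The same measure between P1 and P5 within a genotype gave values of similar size, and that between neonatal and adult lists lower ones. Of the P1 peaks, 64.9% overlapped a P5 peak of the same genotype, both in Alb-D2KO and in control. An adult peak of the same genotype was overlapped by 52.4% of the P1 and 53.5% of the P5 peaks in Alb-D2KO, and by 54.0% and 54.7% in control. The Jaccard index of covered bases between genotypes was 0.441 at P1, 0.462 at P5 and 0.339 in the adult, and that between P1 and P5 was 0.449 within Alb-D2KO and 0.443 within control. Between neonatal and adult lists of a genotype it ran from 0.293 to 0.307. Lists of different genotypes at P1 or P5 were therefore about as similar as lists of different neonatal ages.

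Peaks unique to a genotype were counted in both directions by the same rule. At P1, 3824 peaks were unique to Alb-D2KO, which was 21.4% (20.8 to 22.1) of its peaks with −log10 p above 2, and 4087 were unique to control, 21.4% (20.8 to 21.97). At P5 there were 2712 unique to Alb-D2KO (17.6%, 17.04 to 18.2) and 2385 unique to control (16.8%, 16.1 to 17.4). The adult lists had 10418 (29.5%, 29.0 to 29.97) and 10923 (30.1%, 29.6 to 30.6). The ratio of Alb-D2KO to control was 0.936 at P1, 1.14 at P5 and 0.954 in the adult. These counts moved most with a −log10 p limit of 3, which left 98 unique to Alb-D2KO and 91 unique to control at P1. Only 25 of the peaks unique to Alb-D2KO and 25 of those unique to control at P1 had a q-value below 0.05.

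The comparison lists in the authors' deposited table held 11303 peaks with −log10 p above 2 at P1, 10005 at P5 and 16730 in the adult. Their covered length was 9.24 Mb at P1, 8.56 Mb at P5 and 15.1 Mb in the adult. As a percentage of the length covered by the Alb-D2KO list over input at the same limit, this was 14.8% at P1, 14.7% at P5 and 15.0% in the adult. By number, there were 0.634 comparison peaks per Alb-D2KO peak over input at P1, 0.651 at P5 and 0.474 in the adult. Without the limit, the authors' deposited table held 301105 peaks at P1, the largest change under any alternative. In the authors' deposited table a q-value below 0.05 was given for 2.29% of the P1 peaks with −log10 p above 2, for 2.11% at P5 and for 1.65% in the adult. The −log10 q-value was listed as 0 for 96.5% of all comparison peaks at P1, 96.4% at P5 and 92.2% in the adult, again in the authors' deposited table.

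The comparison peaks were then divided by what the lists over input held at the same place. At P1, 40.8% (39.9 to 41.7) of those with −log10 p above 2 overlapped a peak of the Alb-D2KO list only and 57.4% (56.5 to 58.3) overlapped peaks of both genotypes. At P5 the shares were 35.1% (34.2 to 36.1) and 63.2% (62.2 to 64.1). In the adult they were 59.6% (58.8 to 60.3) and 38.6% (37.9 to 39.4). An overlap with control peaks only was rare, at 0.230%, 0.27% and 0.137%, and 1.61%, 1.46% and 1.66% overlapped neither list. At a −log10 p limit of 3 the share that overlapped Alb-D2KO peaks only was 12.5% at P1, 12.5% at P5 and 28.8% in the adult.

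To see whether the same areas differed at successive ages, comparison peaks with −log10 p above 2 were overlapped between ages. Of the P1 peaks, 726 (6.42%, 5.99 to 6.89) overlapped a P5 peak, where circular shifts gave 0.632%, a ratio of 10.2. An overlap with the adult list was seen for 849 P1 peaks (7.51%, 7.04 to 8.01; 1.04% from shifts) and for 784 P5 peaks (7.84%, 7.33 to 8.38; 1.11% from shifts). Of the 726 peaks shared between P1 and P5, 430 (59.2%, 55.6 to 62.7) also overlapped an adult comparison peak, and 296 had none in the adult. The P1 share found at P5 moved most, to 40.4%, when −log10 p had to be above 3.

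The strongest comparison peaks lay at the same positions at different ages. First at every age in the authors' deposited table was an intergenic peak on chromosome 4, at 55866552 to 55866863 at P1, with a listed fold of 3.50 at P1, 3.61 at P5 and 3.65 in the adult. Among the peaks over input at P1, this site ranked 13 in Alb-D2KO and 14 in control. Over its own input, its listed fold was 5.56 in Alb-D2KO and 6.22 in control at P1. It was 5.81 and 5.11 at P5, and 5.97 and 5.94 in the adult. These folds describe each library over its own input and were not set against the comparison fold. An intergenic peak on chromosome 4 at 88055038 to 88055355 was the second at P5 and in the adult, with a listed fold of 3.20 and 3.87 in the authors' deposited table. An intergenic peak on chromosome 18 at 30803164 to 30803489 was the second at P1 and the third in the adult, with folds of 3.71 and 3.81 in the authors' deposited table. The remaining peaks among the 3 strongest were, in the authors' deposited table, one in an intron of Gm12648 at P1 (chromosome 4, 94200713 to 94201056, fold 3.87) and an intergenic one at P5 (chromosome 16, 83263305 to 83263633, fold 3.30). The site in Gm12648 ranked 15 over input in Alb-D2KO and 41 in control at P1, with listed folds of 7.05 and 3.24.

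Recurrence of this kind was frequent among the peaks with a q-value below 0.05. Of the 259 such peaks in the authors' deposited table at P1, 146 (56.4%) had one at the same place at both P5 and adult. Over input, each of these 146 sites had a control P1 peak, and 99.3% lay in the top 1% of the control P1 list. Of the same 146 sites, 49.3% (41.3 to 57.3) ranked at least as high in the control list as in the Alb-D2KO list at P1. The median rank of the sites at P1 was 133.5 in Alb-D2KO and 179 in control. Of 4324 reference reads taken from these sites, 53.5% (52.0 to 55.0) had mapping quality 0 and 773 were not placed by the aligner. These reads overlapped and wide sites gave more of them, so the share is weighted by width and its interval is too narrow. Of the sites, 113 were narrower than 1000 bp, and a share for them alone was not computed.

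Chromosome 12 from 17 to 22 Mb was examined because the study described H3K9me3 islands on its proximal part. Comparison peaks with −log10 p above 2 covered 61.3 kb there at P1 (49 peaks), 136 kb at P5 (57 peaks) and 75.2 kb in the adult (75 peaks). Among 524 windows of 5 Mb, the segment ranked 5 by covered length at P1, 1 at P5 and 13 in the adult. None of these peaks had a q-value below 0.05 in the authors' deposited table. With −log10 p above 3 as the limit, the alternative that moved the segment most, it held 0 kb at P1 and 0.305 kb at P5. Over input, the segment was rich in H3K9me3 in both genotypes, with 1.49 Mb covered in Alb-D2KO and 1.47 Mb in control at P1, 1.34 Mb and 1.04 Mb at P5, and 1.62 Mb and 1.40 Mb in the adult.

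**Figure D2:**
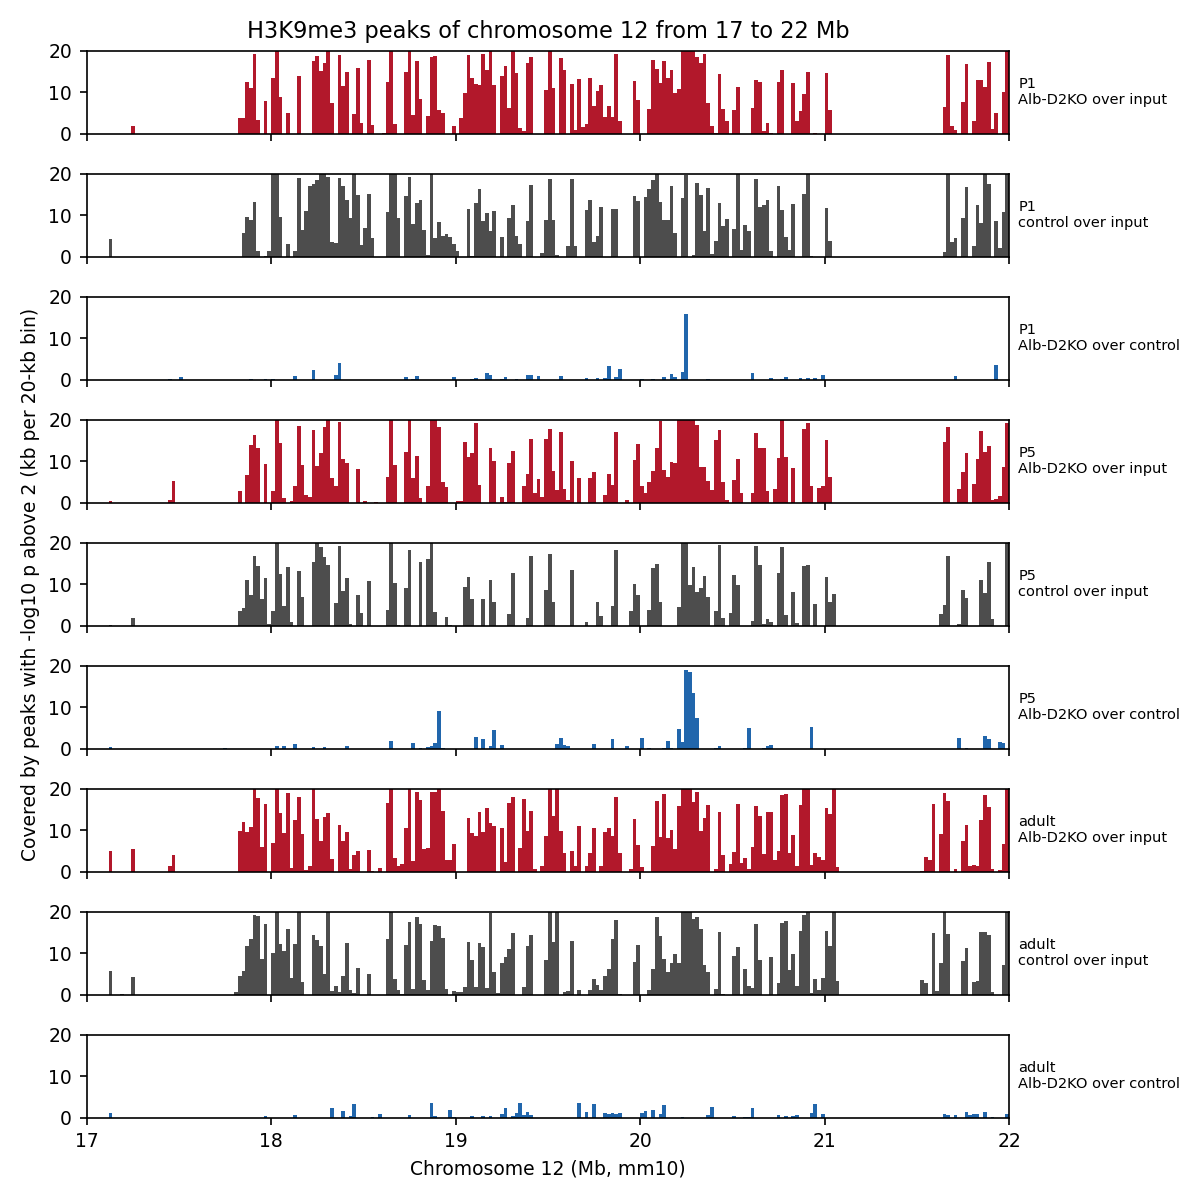
Each panel gives the kb covered by peaks with −log10 p above 2 per 20-kb bin along chromosome 12 from 17 to 22 Mb (mm10), for the lists of each age over input (Alb-D2KO red, control grey) and for the comparison list (blue). The tallest comparison bin lies between 20.2 and 20.3 Mb at P1 and P5, where both genotypes are covered almost fully over input. The nearby P1 bins with the least control coverage hold no comparison peaks. At P5 the next bins, with 9.87 and 14.1 kb in control and 20 kb in Alb-D2KO, hold 18.5 and 13.4 kb of comparison peaks. The adult comparison bins stay low.

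The 5 windows of 100 kb with the most bases covered at both P1 and P5 in the comparison lists lay on chromosomes 3, 12, 11 and 1. The first pair was adjacent, on chromosome 3 from 93700001 to 93900000. The deposited annotation of the comparison peaks there names Tdpoz3, Tdpoz4, Gm37430, Gm9113 and Gm5773. In this pair together, peaks with −log10 p above 2 over input covered 132 kb in Alb-D2KO and 10.9 kb in control at P1, and 104 kb and 14.4 kb at P5. In the adult they covered 17.005 kb in Alb-D2KO and 20.3 kb in control. The study lists a hypermethylated site within this pair, in an area of H3K9me3 at P1 and P5. Of reference reads from these windows, 32.3% (30.9 to 33.8) had mapping quality 0, against 8.67% (8.13 to 9.25) of reads from random positions, so that part of the signal there can come from other copies. With all listed peaks counted, the window from 93800001 to 93900000 was covered over 83.6 kb in Alb-D2KO and 56.9 kb in control at P1, a smaller difference.

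On chromosome 12 the third window ran from 20200001 to 20300000, and the deposited annotation of its comparison peaks names Gm49692 and Gm9269. This window was covered over 90.7 kb in Alb-D2KO and 34.4 kb in control at P1. Coverage was 100 kb and 68.6 kb at P5, and 92.6 kb and 86.0 kb in the adult. With all listed peaks counted, the difference nearly disappeared, at 97.4 kb and 91.2 kb at P1 and 100 kb and 90.9 kb at P5. The window was then almost full in both genotypes. The comparison lists covered 17.7 kb of it at P1, 57.5 kb at P5 and 0.212 kb in the adult. Mapping quality was 0 for 24.8% (22.9 to 26.7) of its reference reads. The study lists several hypermethylated sites in areas of H3K9me3 within this window, most of them at P5 and not at P1. In the other windows, on chromosome 11 from 3100001 to 3200000 (Sfi1, Pisd-ps1, Fau-ps2 and Gm12735) and on chromosome 1 from 85000001 to 85100000 (A530032D15Rik, C130026I21Rik and others), the genotypes differed little over input. At P1 the chromosome 11 window was covered over 90.8 kb in Alb-D2KO and 88.5 kb in control, and the chromosome 1 window over 72.0 kb and 81.9 kb. Both were nevertheless covered in the adult comparison list, over 33.3 kb and 22.5 kb.

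**Figure D3:**
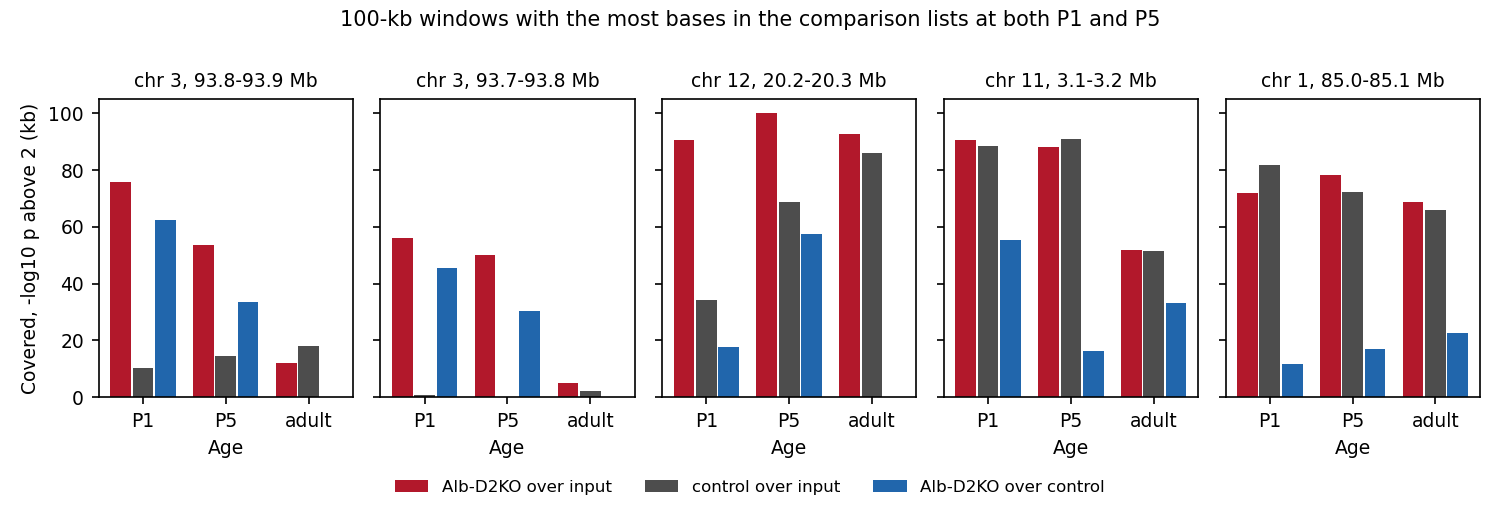
Bars give the kb covered by peaks with −log10 p above 2 in the 5 windows of 100 kb, at each age, over input in Alb-D2KO (red) and control (grey) and in the comparison list (blue). In the windows on chromosomes 3 and 12 the red bars exceed the grey ones at P1 and P5, by less or not at all in the adult, while on chromosomes 11 and 1 red and grey bars are close at each age.

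Gene sections of the comparison peaks were compared with those of the Alb-D2KO peaks over input, at −log10 p above 2. The intergenic share was 69.5% (68.6 to 70.3) in the comparison list and 69.1% (68.4 to 69.7) over input at P1, 69.2% (68.3 to 70.1) and 67.9% (67.1 to 68.6) at P5, and 67.2% (66.5 to 67.9) and 67.7% (67.2 to 68.2) in the adult. Counting by covered length was the alternative that moved these shares most, except in the P5 comparison list. Each peak then gave its whole length to its 1 section, so these are not shares of intergenic bases. At P1, peaks at transcription starts held 33.3% of the Alb-D2KO length and 6.28% of the comparison length. Peaks labelled intergenic held 68.2% of the comparison length and 50.4% of the Alb-D2KO length at P1. At P5 they held 68.4% and 50.3%, and in the adult 62.1% and 55.5%. The near-equal shares thus held only for the number of peaks at the limit of 2. Above a −log10 p of 3 they also lay apart, at 69.3% and 61.8% at P1, 73.2% and 60.7% at P5, and 68.8% and 61.7% in the adult. Peaks at transcription starts made up 3.32% (3.00 to 3.66) of the comparison list and 6.96% (6.60 to 7.34) of the Alb-D2KO list at P1, 3.15% (2.82 to 3.51) and 7.37% (6.97 to 7.79) at P5, and 3.75% (3.47 to 4.05) and 5.55% (5.31 to 5.79) in the adult. The median width of all peaks with −log10 p above 2 was 557 bp in the P1 comparison list and 1222 bp in the Alb-D2KO P1 list.

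The inactivated gene and the gene whose promoter drives its inactivation had few listed peaks. In Dio2 (chromosome 12, 90724552 to 90738438, minus strand) there was 1 peak in control P1, with −log10 p 1.52, and 1 in the P1 comparison list, with 1.29 in the authors' deposited table. No other list had a peak there. In Alb (chromosome 5, 90460897 to 90476602, plus strand) there was 1 peak in Alb-D2KO P1 (−log10 p 1.57) and 1 in Alb-D2KO P5 (1.23), and the comparison lists of these ages had 1 each. None of these peaks had a −log10 p above 2. Peak lists do not show whether the deletion was present, so the genotype labels were taken as given.

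Peaks on the sex chromosomes differed between genotypes and between ages. On Y, 14528 peaks were listed for Alb-D2KO and 6329 for control at P1, 2441 and 1606 at P5, and 7351 and 7934 in the adult. Covered length per base on Y, divided by that on autosomes, was 0.722 in Alb-D2KO and 0.261 in control at P1, 0.102 and 0.0775 at P5, and 0.393 and 0.414 in the adult. The same ratio for X was 1.24 in Alb-D2KO and 1.43 in control at P1, 1.54 and 1.59 at P5, and 0.383 and 0.358 in the adult.

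**Figure D4:**
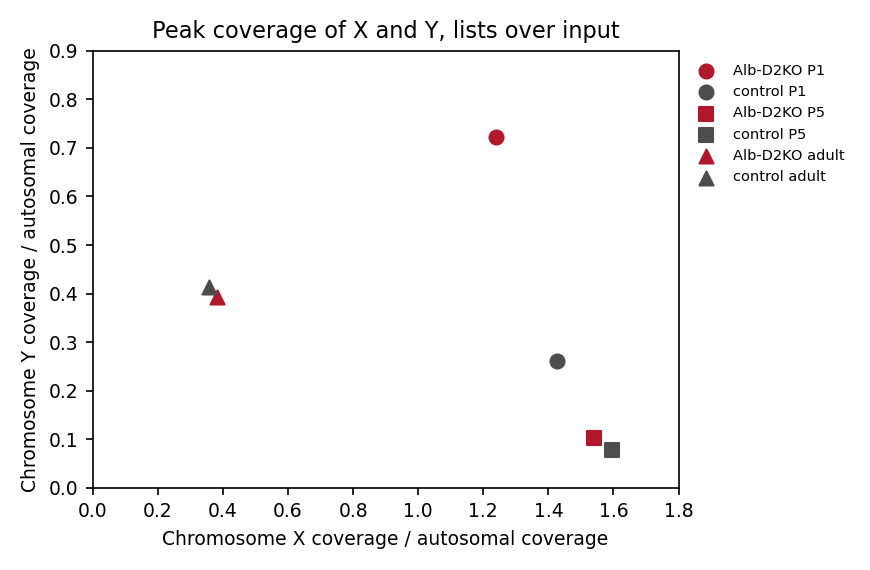
Each point is a list over input, placed by the covered length per base of X (horizontal) and of Y (vertical), each divided by that of the autosomes and without unit. The P5 lists lie at high X (1.54 and 1.59) and low Y, the adult lists at low X (0.383 and 0.358), and Alb-D2KO P1 lies above control P1 on Y (0.722 against 0.261).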

Values the study reported

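The study reported 280,580 H3K9me3 peaks at P1, 265,920 at P5 and 292,552 in the adult for control livers. For Alb-D2KO livers it reported 273,767 at P1, 268,693 at P5 and 286,124 in the adult. Calling Alb-D2KO against control gave 301,105 peaks at P1, 301,098 at P5 and 287,032 in the adult. After the filter on −log10 of the p-value these became 11,303, 10,005 and 16,730. The study also reported at least 86 hypermethylated DNA sites that lay in areas of H3K9me3 seen only in Alb-D2KO. Of these 86, most were found at P1 and 51 at P5, and 16 still differed in the adult.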

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

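The tests on the sex chromosomes were chosen after their counts had been seen, and how the recurrence of unique peaks was read, and its sum over both genotypes, were settled after its values had been seen. Differences between genotypes changed sign between ages for 3 measures, and with 1 library per group none of these differences was tested.

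The number of peaks with −log10 p above 2 differed between Alb-D2KO and control by -1284 at P1, 1138 at P5 and -969 in the adult, and the difference was not tested. Covered length did not follow number at P1, where Alb-D2KO had 62.4 Mb and control 60.0 Mb. Above −log10 p 3 the P1 counts were 1057 in Alb-D2KO and 1022 in control, so the sign of the P1 difference depends on the limit. A difference in depth between libraries could give such changes of sign, but no read counts were at hand to test it. A difference between genotypes that changes with age stays open as untested.

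Unique peaks, Alb-D2KO minus control, differed by -263 at P1, 327 at P5 and -505 in the adult; the difference was not tested. On autosomes alone there were 3082 in Alb-D2KO and 3491 in control at P1, so that the sign at P1 did not come from the sex chromosomes. Calling of weak peaks near the threshold is a candidate explanation for the similar numbers in both directions: 2.53% of the 34349 unique peaks had a −log10 p above 3, against 5.73% of the 103834 peaks that overlapped the other genotype, in a comparison set before its result was seen. A stable difference between genotypes would make unique peaks recur in the same genotype at the next age. Of 3824 peaks unique to Alb-D2KO at P1, 24 (0.628%, 0.422 to 0.932) met an Alb-D2KO-unique peak at P5 and 10 (0.262%, 0.142 to 0.481) a control-unique peak, a ratio of 2.40; circular shifts gave 0.107% and 0.0829%. For the 4087 control-unique peaks these numbers were 21 (0.514%, 0.336 to 0.784) and 10 (0.245%, 0.133 to 0.450), with 0.0959% and 0.106% after shifts. The intervals overlapped in both cases, which had been set beforehand as the outcome against a stable difference; because the ratios were above 1 in both genotypes, the test was read afterwards as undecided. Over both genotypes, 45 of 65 recurrences (69.2%, 57.2 to 79.1) were in the same genotype, against 51.7% from shifts, and on autosomes 37 of 56 (66.1%, 53.0 to 77.1), against 49.3%. A small part of the unique peaks thus recurred with genotype more often than shifts gave, but most did not recur. With 1 library per group, a stable difference between genotypes cannot be told apart from a difference between the mouse lines, such as in copy number.

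Peaks on Y differed between Alb-D2KO and control by 8199 at P1, 835 at P5 and -583 in the adult, and the difference was not tested. Covered length on X and on Y, relative to autosomes, moved in opposite directions in 13 of the 15 pairs of lists over input; the exceptions were Alb-D2KO P1 against either adult list, where both fell (from 1.24 to 0.383 on X and from 0.722 to 0.393 on Y in Alb-D2KO). Different shares of male and female livers in the libraries may explain this pattern. Covered length on Y relative to autosomes was 2.76 times as high in Alb-D2KO P1 as in control P1, while that on X was 0.868 times as high. Between P5 and adult controls, X fell to 0.225 times and Y rose to 5.35 times its level, and in Alb-D2KO the factors were 0.249 and 3.85. A difference in sequencing depth acts on every chromosome. The autosomes argue against it as the whole cause, if X and Y respond to depth as autosomes do. Autosomal factors, relative to the autosomal mean of each list, ran from 0.983 to 1.02 at P1. This was so although autosomal coverage in control P1 ran from 0.474 to 1.30 times that mean. Between P5 and adult the factors ran from 0.817 to 1.35 in controls and 0.839 to 1.36 in Alb-D2KO. The scaling centres these factors near 1, so a response to depth limited to X and Y is not excluded. The values are consistent with mostly female P5 pools, male adults and a P1 Alb-D2KO pool with more males than its control. The adult level on Y (0.393 and 0.414) was nevertheless below that of Alb-D2KO P1 (0.722), which sex alone does not give if the adults were male. The sex of the livers was not used here, so different shares of the sexes cannot be told apart from a difference between ages or genotypes in H3K9me3 on X and Y, which stays open as untested. If sex differed, genotype and sex are mixed in the P1 comparison and age and sex in the comparison of neonatal with adult lists.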

How the results depend on the processing

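No test in this part was chosen after a result was seen. No paired analysis was possible because there was 1 library per group. Of the main results under alternatives, 31 values stayed within counting error or within 1.5 times the count and 80 did not; among secondary results 7 stayed and 23 changed. With autosomes only, no count of peaks, unique peaks or comparison peaks changed by more than 1.5 times, and no share of peaks found at another age left its interval. Merging comparison peaks within 1000 bp changed none of its results.

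The limit on −log10 p removes peaks by construction. Above 2, the lists over input held 17832 peaks (Alb-D2KO) and 19116 (control) at P1, 15376 and 14238 at P5, and 35326 and 36295 in the adult. Above 3 they held 1057 and 1022 at P1, 870 and 867 at P5, and 1445 and 1560 in the adult. Alb-D2KO thus had fewer peaks than control at P1 above 2 and more above 3.

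The share of Alb-D2KO peaks overlapping control fell under all stricter settings. Requiring 50% of the peak gave 42.9% at P1, 45.5% at P5 and 34.5% in the adult. Limiting both lists to −log10 p above 2 gave 19.9%, 20.5% and 27.4%, and the 10000 strongest peaks gave 18.5%, 21.3% and 21.3%, where fewer peaks can meet by construction. The adult share, the lowest with all peaks, was the highest above a limit of 2; the cause was not tested. On autosomes the share was 65.0% at P1 and 56.0% in the adult, so that sex chromosomes lowered it at these ages.

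Unique peaks above −log10 p 3 numbered 98 (Alb-D2KO) and 91 (control) at P1, 58 and 71 at P5, and 262 and 289 in the adult. Counting peaks with less than 50% covered by the other list gave 6340 and 6745, 4653 and 4108, and 15963 and 16858. Among the 10000 strongest peaks there were 2291 and 2231 at P1, 1792 and 1694 at P5, and 2856 and 2904 in the adult. The genotype with more unique peaks changed at P1 and P5 with the limit of 3, and at P1 with the strongest peaks; the cause was not tested.

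Comparison lists held 301105, 301098 and 287032 peaks as deposited at P1, P5 and adult, and 641, 529 and 794 above −log10 p 3. The adult list had the fewest peaks without a limit and the most with a limit of 2 or 3. The share overlapping Alb-D2KO peaks only was 38.7%, 36.1% and 49.0% as deposited and 12.5%, 12.5% and 28.8% above 3; on autosomes it was 38.8% at P1. Why stronger comparison peaks lay more often on control peaks is taken up with the recurring sites.

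Sharing of comparison peaks rose with the limit. Above 3, P5 held 40.4% of the P1 peaks, and the adult list held 49.1% of the P1 and 52.7% of the P5 peaks. The 1000 strongest peaks gave 31.0%, 33.6% and 31.5%, and an overlap of 50% of the peak gave 4.09%, 4.70% and 4.87%. In each of these settings, the share of P1 peaks found in the adult was above that found at P5; the adult list was the larger of the 2 except for the 1000 strongest peaks, where the lists are of equal size. Relative to circular shifts, the order was the opposite in the main setting (10.2 for P5, 7.20 for adult), above 3 (1363 and 1125) and with 50% overlap (14.5 and 9.36), and was kept for the 1000 strongest peaks (574 and 659).

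Chromosome 12 from 17 to 22 Mb depended on the limit. Above 3, its comparison peaks covered 0 kb at P1, 0.305 kb at P5 and 0.721 kb in the adult, and its rank by length was 335, 253 and 207. By number of peaks it ranked 25 at P1, 3 at P5 and 8 in the adult, below its rank by length at P1 and P5. The window of 1 Mb from 20 to 21 Mb held 26.8 kb (rank 9 of 2716 such windows) at P1, 83.5 kb (rank 1) at P5 and 22.6 kb (rank 39) in the adult. With −log10 p above 2, P5 had the most covered bases in this window and in the whole segment; above 3 the adult had the most in the segment.

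The intergenic share of comparison peaks was 68.2% by length at P1, 73.2% above 3 at P5, and 68.8% above 3 and 62.1% by length in the adult. That of the Alb-D2KO list over input moved further, to 50.4%, 50.3% and 55.5% by length and 61.8%, 60.7% and 61.7% above 3, so that the near-equal shares of both lists separated; the cause was not tested. Depth limits all of these counts, since the number of peaks that pass a limit depends on reads, and the depth of the libraries is unknown.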

Other observations

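The tests chosen or changed only after a result was seen were those on a mark limited to Alb-D2KO and on the listed fold at recurring sites, on the adult number of peaks, on copy number, on a gain on chromosome 7, on differences between single libraries, on the general covered length of the neonatal lists, and on reads shared between copies on chromosomes 3, 7 and 12, where the value that would exclude the explanation was changed from a share under 50% to the share at random positions.

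The most significant comparison peaks recurred. At 146 sites a q-value below 0.05 was listed at all 3 ages, with a median width of 334 bp and a median listed fold of 2.99 at P1, 2.93 at P5 and 2.90 in the adult in the authors' deposited table. A peak limited to Alb-D2KO livers is excluded at these sites, since 0 of them lacked a peak in the control P1 list. Whether the control peak is H3K9me3 of that place is undecided, because reads from copied sequence could give it. An Alb-D2KO enrichment of the size of the listed fold stays open. Of the sites, 49.3% ranked at least as high in control as in Alb-D2KO at P1, 41.8% at P5 and 48.6% in the adult, while the median rank was higher in Alb-D2KO (133.5 against 179 at P1, 123.5 against 166 at P5, 142.5 against 144 in the adult). Ranks are saturated at the top of a list, and a rise common to these sites would leave them unchanged, so they decide nothing. Reads shared between near-identical copies may account for the sites: 53.5% of reference reads from them had mapping quality 0, against 8.67% of reads from random positions. Wide sites gave more of these reads, so the share for the narrow sites alone is unknown. A further candidate explanation is a background averaged over a window wider than the peak, which makes a narrow peak of both libraries look enriched in one. Of the 100 strongest control P1 peaks under 1000 bp, 60 overlapped a P1 comparison peak with −log10 p above 2, as did 47 at P5 and 66 in the adult, against 1.75%, 1.41% and 1.60% of the other narrow control peaks with −log10 p above 2. Such piles of reads from copied sequence would give the same numbers, so the roles of the background, of the copies and of an enrichment in Alb-D2KO cannot be told apart here. Sites of this kind make up the top of the comparison lists at every age, and all of the 100 strongest P1 comparison peaks lay in the top 1% of the control list.

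Sharing between ages was above the shifted expectation, with 10.2 times as many P1 peaks found at P5 as after circular shifts. Strong sites that recur at all ages are not the whole cause, because peaks with −log10 p from 2 to 3 alone were shared 4.95 times as often as shifts gave (2.96% against 0.599%). Peaks concentrated in the same H3K9me3-rich domains are argued against as the whole cause by shifts of 50 kb, after which a mean of 1.495% was shared, against 6.42% in place. That mean is still above the 0.632% of shifts over whole chromosomes, so domains may contribute. What remains could be reads shared between copies, which were not examined for these weaker peaks, or a difference between the genotypes, which stays open as untested.

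The adult comparison list had the most peaks with −log10 p above 2, 16730 against 11303 at P1 and 10005 at P5. More peaks at this threshold in the adult libraries in general may explain it, since comparison peaks covered 15.0% of the length of the Alb-D2KO adult list at the same limit, and 14.8% and 14.7% at P1 and P5. By number, the ratio of comparison peaks to Alb-D2KO peaks was lower in the adult (0.474, against 0.634 at P1 and 0.651 at P5). Of the adult length, 1.11 of 15.1 Mb lay in the chromosome 7 segment described next. Whether the adult differs less than the neonatal livers thus depends on the measure. An untested difference between ages stays open, and depth is unknown.

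Chromosome 7 from 17 to 22 Mb was chosen after its values were seen, as the segment with the most covered bases in the adult comparison list (1.11 Mb, of 15.1 Mb in all). A gain of H3K9me3 in the Alb-D2KO adult was set against the lists over input: all listed peaks covered 2.44 Mb in Alb-D2KO adult, within the range of the neonatal lists (2.17 Mb in Alb-D2KO P5 to 3.06 Mb in Alb-D2KO P1), and 0.752 Mb in control adult, below that range. With −log10 p above 2, the limit at which the segment was found, Alb-D2KO adult had 1.02 Mb and control adult 0.225 Mb, and the neonatal lists ran from 0.357 Mb in Alb-D2KO P5 to 1.89 Mb in Alb-D2KO P1. Neonatal levels do not fix what the adult level would be without the knockout, so a gain stays open. A copy-number difference between the mice could give the ratio of 3.24 between the adult lists, and so could a loss of the mark in that animal. Of reference reads from this segment, 39.0% had mapping quality 0. A gain, copy number, shared reads and a difference between animals cannot be told apart with 1 adult library per genotype.

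The chromosome 3 windows near Tdpoz3 and Tdpoz4 had, as a ratio and for the windows as a pair, the largest differences between genotypes of the named windows at both P1 and P5: with −log10 p above 2, 12.1 times as many kb in Alb-D2KO as in control at P1 and 7.20 times at P5. With all listed peaks the genotypes were closer, at 161 kb and 109 kb at P1 and 161 kb and 125 kb at P5, so much of the difference lay in which peaks passed the limit. The adult ratio of 0.836 gave no sign of a copy-number or strain difference fixed between the lines. With all listed peaks the adult lists were close as well, at 76.8 kb in Alb-D2KO and 78.0 kb in control. Above the limit, however, they covered only 17.005 kb and 20.3 kb, with 1 library per genotype, so a fixed difference is not excluded. Differences between single libraries that go either way would give similar numbers in both directions; among autosomal windows of 100 kb, 28 had at least 20 kb more in Alb-D2KO at both P1 and P5 and 8 had as much more in control, while 24 differed in opposite directions. A ratio above 1.5 had been set beforehand as the outcome against such differences. It was read afterwards as undecided, because of the 36 windows that differed in the same direction 77.8% (61.9 to 88.3) had more in Alb-D2KO, and the numbers at each age alone predict 70.1%, which lies in that interval. Single-library differences and a larger covered length of the Alb-D2KO neonatal lists in general both stay open. Shared reads stay open as well, at 32.3% with mapping quality 0. These cannot be told apart from a gain of H3K9me3 in neonatal Alb-D2KO livers, and a copy number that varies among the mice of a line was not tested. The windows are candidates for a replicated measurement, for example by ChIP with primers in unique sequence.

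On chromosome 12 the window from 20200001 to 20300000 had a similar course. With all listed peaks the genotypes were close there, at 97.4 kb and 91.2 kb at P1 and 100 kb and 90.9 kb at P5. The window of 100 kb was then almost full in both genotypes, so this measure could not show a difference in level. It does not decide whether the difference lay only in which peaks passed the limit. With −log10 p above 2, the adult comparison list covered 0.212 kb of it, which argues against a copy-number or strain difference fixed between the lines. With all listed peaks it covered 47.4 kb, against 76.9 kb at P1 and 84.4 kb at P5. The argument thus holds at the limit of 2 only, and it rests on 1 adult library per genotype. An earlier form of this test, set before its result was seen, asked whether the lists over input covered the window alike, within 1.5 times, at P1 and P5; the ratios of Alb-D2KO to control were 2.64 and 1.46, which left it undecided, and it was replaced. Shared reads could matter, at 24.8% with mapping quality 0 against 8.67% at random positions, and cannot be told apart from a neonatal gain in Alb-D2KO. Control P1 and control P5 also differed, at 34.4 kb and 68.6 kb, while Alb-D2KO P1 and P5 were closer, at 90.7 kb and 100 kb. The control libraries, which differ in age, thus varied here by about as much as the genotypes did at P5.

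The largest differences in covered length between genotypes over input among windows of 5 Mb lay elsewhere. On autosomes and with all listed peaks, Alb-D2KO exceeded control most on chromosome 4 from 112 to 117 Mb at both P1 (0.488 Mb) and P5 (0.887 Mb), a segment noticed after its values were seen and for which no explanation was tested. In the adult the largest excess, 1.69 Mb, was on chromosome 7 from 17 to 22 Mb, and the same segment had the largest excess of control at P5 (Alb-D2KO minus control, -0.587 Mb), so its direction differed between ages.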
